A study of Mus musculus with 8 samples. Its data were reported in "Lipid-associated macrophages reshape BAT cell identity in obesity" (2024).

How the data were processed

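Bulk RNA-seq libraries of brown adipose tissue (BAT) from mice labelled as 8 weeks old were analysed, 4 labelled WT and 4 labelled Cd36KO. The study's figure legend also gives 8 weeks, but its methods state a later age at sacrifice for mice lacking CD36 in macrophages. Groups and replicate numbers were taken from the sample labels. The count column of 1 Cd36KO library carries no replicate number, and that library is called the unnumbered Cd36KO library here.

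Per the study's methods, the authors trimmed and quality-filtered single-end reads with bbduk, aligned them to the mouse genome with STAR and counted them per gene with HTSeq-count, in the pipeline of a sequencing service for digital mRNA-seq. The deposited values in the table used here are whole-number counts per gene, not normalized. The annotation release, the strand setting and any use of molecular identifiers are not stated, so overlapping and antisense genes, and genes with near-identical copies, are less certain. A separate table deposited by the authors holds log2 values. It was checked that these equal log2 of the count divided by a median-of-ratios size factor, plus a pseudocount of 1, for each of the 8 libraries. Those log2 values were used only for an alternative test.

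The count table lists 31053 Ensembl gene identifiers, of which 17367 had any count. Symbols, coordinates and transcript sequences came from GENCODE release M21 on build GRCm38, the same build as the authors' alignment, and 30934 identifiers matched. The 119 unmatched identifiers held 3959 counts in all. Coordinates are 1-based. Total counts per library ranged from 2679785 to 4097953. Intervals and floors derived from such totals cover counting error only, because reads without molecular identifiers are not independent molecules. The floor was set at 3 counts.

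Differential expression was tested with DESeq2 1.42.0 (Wald test, median-of-ratios size factors, default independent filtering and Cook's filter) in R 4.3.3, with genotype as the only term. DESeq2 was used because the study's methods name it. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The quasi-likelihood test of edgeR 4.0.16 (TMM factors, filterByExpr) was the first alternative. Normalized counts are counts divided by the DESeq2 size factor. Fold changes are unshrunken and compare Cd36KO with WT.

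Lists of genes for 8 sets and a list of 24 study genes were written by hand before the data were examined, because no Gene Ontology table was used here. The study's text names most of the 24, but not Lrp1, Anxa1, Mfge8, Rac1 or Tyrobp. Sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, on log2 CPM (TMM, prior count 2) of the 9793 genes kept by filterByExpr, with adjustment over the 8 sets. The score of a set in a library is the mean log2 CPM of its genes. Differences between groups in a score or a single gene were also tested with an exact two-sided permutation test over the 70 arrangements of 4 against 4 libraries (SciPy 1.17.1), whose smallest p is 0.0286.

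Genes named in the text are Cd36, genes from the list of 24, and, among genes with an adjusted p under 0.05, a mean normalized count of at least 50 and all 4 Cd36KO values on the same side of all 4 WT values, the 5 with the largest rise and the 5 with the largest fall. Any other gene named was chosen after its values were seen, and the text says so.

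The functions were first tested on simulated counts drawn from the means and library sizes of the real data, with 200 genes changed 3-fold. The changed genes had a mean of at least 50. The dispersion was preset from each gene's mean, not estimated from the data, and genes were drawn independently. DESeq2 recovered 99.0% of the changed genes among 16770 genes, and 8.33% of its calls were false. The edgeR test recovered 99.0% among 9757 genes, with 3.88% false calls. These rates check that the functions run correctly and do not carry over to the real calls, whose variance may differ.

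Alternatives set before the data were examined were edgeR, TMM factors in DESeq2, a filter of 10 counts in 4 libraries, independent filtering off, the replicate number as a block, leaving out each library in turn, the muscle score as a covariate, limma on the authors' log2 values, and a fold-change threshold on the linear scale. For sets they were an estimated inter-gene correlation, preranked enrichment (fgsea 1.28.0, 100000 permutations), median-of-ratios scaling, no expression filter, the block, leave-one-out, the muscle score, and a prior count of 0.5. A white fat score as covariate was added after the data had been seen. The pairing used for the block comes from replicate numbers 2, 3 and 4 in the sample titles, which both groups share among their numbered columns, so that fit holds 3 pairs. Other splits of the 8 libraries were refitted, 35 in all. Figures were drawn with matplotlib 3.10.9.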

Results

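Gene expression in BAT, the thermogenic fat depot, was measured by bulk RNA-seq in 4 WT and 4 Cd36KO libraries from mice labelled as 8 weeks old. CD36 is a scavenger receptor that takes up lipids and extracellular vesicles. The labels give the genotype only as Cd36KO. The study describes a macrophage-restricted as well as a germline deletion, and attributes its BAT transcriptome to the macrophage-restricted mice. The comparison asked how loss of Cd36 changed the BAT transcriptome, in particular its mitochondrial, muscle and extracellular matrix (ECM) genes. Total counts were 3158860 ± 355371 in WT and 3228230 ± 608292 in Cd36KO libraries (SD, n = 4 each), and the groups did not differ in an exact two-sided permutation test (p = 0.914). Between 13368 and 14698 genes had at least 1 count per library. Genes of the mitochondrial genome held 28.5% ± 3.90 of counts in WT and 30.4% ± 1.73 in Cd36KO (SD, n = 4 each; exact two-sided permutation p = 0.457). No pair of libraries agreed within sampling noise, with a chi-square per degree of freedom of at least 6.86. A second preparation of the same sample could also exceed that noise, so this value cannot exclude a repeat. Each library was counted as a replicate as labelled. The lowest correlation of log2 CPM between WT libraries was 0.882, against 0.934 between Cd36KO libraries.

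Cd36 (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801 on the minus strand, protein-coding) was examined first, because the labels name it as the deleted gene. Its normalized count was 2918 ± 454 in WT and 2087 ± 216 in Cd36KO (SD, n = 4 each). The 4 WT libraries had 2796, 2958, 3505 and 2412 normalized counts in replicate order. The unnumbered Cd36KO library had 1926, and replicates 2, 3 and 4 had 2109, 2384 and 1930. All Cd36KO values thus lay below all WT values, and the transcript remained abundant in every Cd36KO library. A macrophage-restricted deletion leaves the gene in other cell types, so the bulk level of Cd36 cannot check a label of that kind. The log2 fold change was -0.48 with a standard error of 0.16 (exact two-sided permutation p = 0.0286, the smallest this design allows). The DESeq2 adjusted p over all genes was 0.0602, which did not pass 0.05. The muscle score as a covariate moved this estimate most, to -0.65 with an adjusted p of 0.0487.

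**Figure D1:**
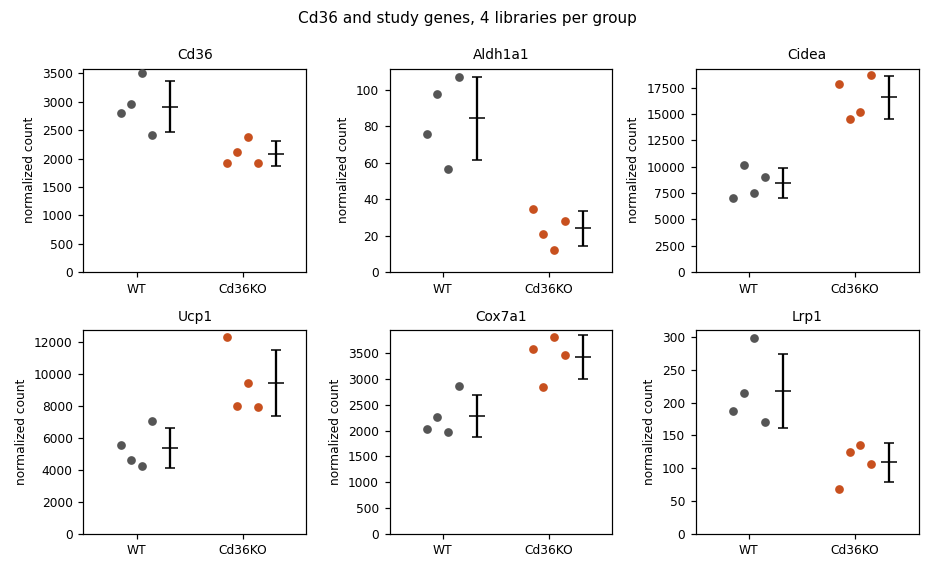
Normalized counts (vertical axis, from 0) of Cd36, Aldh1a1, Cidea, Ucp1, Cox7a1 and Lrp1 in the WT and Cd36KO groups (horizontal axis), where each point is a library and the bar beside it is the mean ± SD of 4 libraries. Cd36 lay between 2412 and 3505 in WT and between 1926 and 2384 in Cd36KO, and Cox7a1 is the only gene plotted whose groups overlapped.

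Across the transcriptome, 284 of 9619 genes with an adjusted p passed the DESeq2 threshold, 137 higher and 147 lower in Cd36KO. Among them, 51 had a log2 fold change beyond 1.5 in either direction. The number of calls depended strongly on the test. The edgeR quasi-likelihood test called 14 genes (4 higher, 10 lower), all of them among the 284, and limma on the authors' log2 values moved the count most, to 8 genes. Of the DESeq2 calls, 277 were tested by edgeR, and all 277 had the same direction and an unadjusted edgeR p under 0.05. Both tests used the same counts, so this agreement is not independent support for the calls. Leaving out a single library gave from 69 to 507 DESeq2 calls. Of 5528 genes with a mean normalized count of at least 50, the 4 Cd36KO values lay on the same side of all 4 WT values in 601, or 10.9%. Chance gives 2.86% on average over groupings. Genes vary together, so a single grouping can lie far from that average. The share was not computed for other splits, so this excess is not tied to the genotype.

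**Figure D2:**
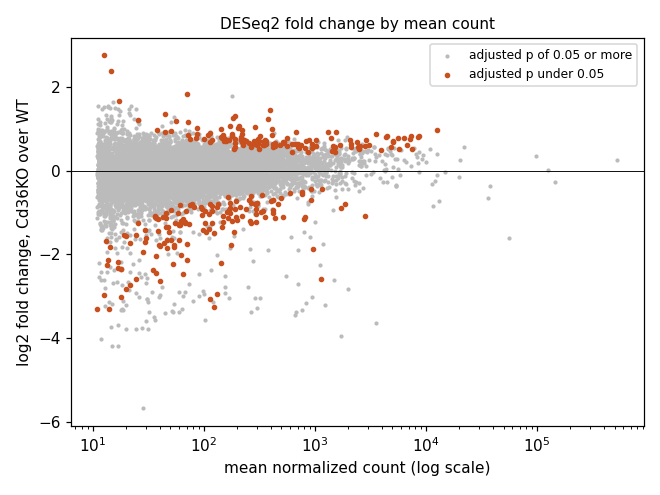
Log2 fold change of Cd36KO over WT (vertical axis) against mean normalized count on a log scale (horizontal axis) for the 9619 genes with a DESeq2 adjusted p, where the 284 genes with an adjusted p under 0.05 are coloured. The calls comprise 137 genes above 0 and 147 below, and many genes with large negative fold changes are not among them.

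The 5 largest rises that met the naming rule were Id2, Lgr6, Tmem79, Slc25a40 and Tmem246, all protein-coding. Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) rose from 212 ± 33.1 to 578 ± 149 normalized counts (SD, n = 4 each), a log2 fold change of 1.45 with a standard error of 0.22 and a DESeq2 adjusted p of 1.03e-07. Tmem79 (ENSMUSG00000001420, chromosome 3, 88328655 to 88336148) rose from 226 ± 62.2 to 532 ± 66.7 (SD, n = 4 each), with a log2 fold change of 1.23. Both also passed the edgeR threshold, each with an adjusted p of 0.0394. The log2 fold changes of Lgr6, Slc25a40 and Tmem246 were 1.32, 1.15 and 1.08, and these genes passed in DESeq2 but not in edgeR. Slc25a40 lies on chromosome 5 from 8422850 to 8454797, on the chromosome that carries Cd36.

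The 5 largest falls were Hoxc8, Lep, Cryab, Eepd1 and Aldh1a1, all protein-coding. Hoxc8 (ENSMUSG00000001657, chromosome 15, 102990607 to 102994111) fell from 205 ± 108 to 24.4 ± 14.4 normalized counts (SD, n = 4 each), a log2 fold change of -3.08 with a standard error of 0.45 and a DESeq2 adjusted p of 5.58e-08. Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877) fell from 110 ± 51.6 to 19.8 ± 6.98 (SD, n = 4 each), with a log2 fold change of -2.46. WT replicate 1 had 35.2 normalized counts of Lep, far below the 118 to 150 of the other WT libraries. Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465) fell from 84.2 ± 22.6 to 23.9 ± 9.61 (SD, n = 4 each), a log2 fold change of -1.81 with a standard error of 0.34 and a DESeq2 adjusted p of 8.09e-05. Hoxc8, Lep and Aldh1a1 passed the edgeR threshold as well (adjusted p = 0.0394 for each). Cryab and Eepd1, with log2 fold changes of -2.20 and -2.13, did not. Cryab was highest in WT replicate 1, at 435 normalized counts, the library with the highest share of muscle counts. With the muscle score as covariate, its log2 fold change was -1.13 and no longer passed (DESeq2 adjusted p = 0.109). Hoxc8, Lep, Eepd1 and Aldh1a1 still passed in that fit.

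Of the list of 24 study genes, 5 passed the DESeq2 threshold over all genes and 9 when adjusted over the list alone. Those past the threshold over all genes were Cidea, Ucp1 and Cox7a1, which were higher in Cd36KO, and Aldh1a1 and Lrp1, which were lower. Cidea (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785) rose from 8451 ± 1429 to 16607 ± 2027 normalized counts (SD, n = 4 each), a log2 fold change of 0.97 with a standard error of 0.16 and a DESeq2 adjusted p of 5.92e-06. Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452), the uncoupling protein of thermogenic adipocytes, rose from 5347 ± 1246 to 9429 ± 2044 (SD, n = 4 each), a log2 fold change of 0.82 with a DESeq2 adjusted p of 0.00843. Cox7a1 had a log2 fold change of 0.59, and Lrp1 fell from 218 ± 56.9 to 109 ± 29.6 normalized counts (SD, n = 4 each). In edgeR only Aldh1a1 of the 24 passed the threshold, and the adjusted p of Cidea was 0.0749. Tgfb1 had 5.79 ± 3.89 normalized counts in WT and 13.5 ± 6.18 in Cd36KO (SD, n = 4 each), and 6 of the 24 genes, Tgfb1 among them, had too few counts for an adjusted p. Anxa1, also among these 6, had 13.8 ± 3.42 normalized counts in WT and 4.02 ± 1.95 in Cd36KO (SD, n = 4 each; exact two-sided permutation p = 0.0286), and it was the only 1 of the 6 that passed when adjusted over the list alone (DESeq2 adjusted p = 0.0137).

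Mitochondrial, adipocyte, muscle, ECM and macrophage genes were then compared as sets. The mean log2 fold change of 76 nuclear-encoded genes of oxidative phosphorylation was 0.31, and 67 of them were higher in Cd36KO (camera adjusted p = 5.55e-13). Their score was 8.73 ± 0.22 log2 CPM in WT and 9.04 ± 0.07 in Cd36KO (SD, n = 4 each), with WT replicate 4 at 9.04, within the Cd36KO range, and an exact two-sided permutation p of 0.0571. Of these genes, 18 passed the DESeq2 threshold upwards and 1 downwards. The latter was Atp5g1, with a log2 fold change of -1.49, which is named here after its values were seen and belongs to a gene family whose members can share reads, so its value is less certain. The 22 brown fat genes had a mean log2 fold change of 0.45 (camera adjusted p = 1.04e-06), and all 4 Cd36KO scores lay above all 4 WT scores (exact two-sided permutation p = 0.0286). The 12 genes encoded by the mitochondrial genome had a mean log2 fold change of 0.19, which did not pass the threshold (camera adjusted p = 0.123; exact permutation p = 0.0571).

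The 50 ECM genes had a mean log2 fold change of -0.38 (camera adjusted p = 1.04e-06), and all Cd36KO scores lay below all WT scores (exact two-sided permutation p = 0.0286). Those that passed the DESeq2 threshold, named after their values were seen, were Col1a2, Col5a3, Lama4, Nid1 and Dpt, 5 in all and each lower. The 15 white fat genes, which include Hoxc8, Lep and Aldh1a1, had a mean log2 fold change of -1.44 (camera adjusted p = 2.29e-08), but WT replicate 1 lay within the Cd36KO range (exact two-sided permutation p = 0.0857). The 39 genes of the contractile apparatus of muscle had a mean log2 fold change of -2.90 (camera adjusted p = 1.36e-13). Their score ranged from 2.90 to 8.74 log2 CPM in WT and from 1.33 to 5.95 in Cd36KO, and the groups did not differ in the exact two-sided permutation test (p = 0.143). None of the muscle genes passed the DESeq2 threshold, and 20 had an unadjusted p under 0.05. The macrophage set (23 genes, mean log2 fold change -0.07) and the set of lipid-associated macrophages (13 of 19 listed genes, -0.12) did not pass, with camera adjusted p of 0.807 and 0.469. The study names Trem2, Lpl and Fabp4 for lipid-associated macrophages, and their mean normalized counts were 0.645, 11268 and 13065. Fabp4 was also on a separate list of adipocyte genes. Bulk values do not tell which cells such transcripts came from, so the amount of these macrophages was not settled. A single macrophage gene, Cd163, passed the DESeq2 threshold, with a log2 fold change of -1.25, and is named after its values were seen.

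The result of camera rested on the inter-gene correlation. With the correlation estimated from the data, the brown fat set kept an adjusted p of 0.0372, while that of the oxidative phosphorylation set was 0.203, of the ECM set 0.0951, of the white fat set 0.158 and of the muscle set 0.245. After adjustment of the exact permutation p-values over the 8 sets, the lowest was 0.114. With a smallest exact p of 0.0286, an adjusted value under 0.05 would need at least 5 of the 8 sets at that minimum, and only the brown fat and ECM sets reached it.

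**Figure D3:**
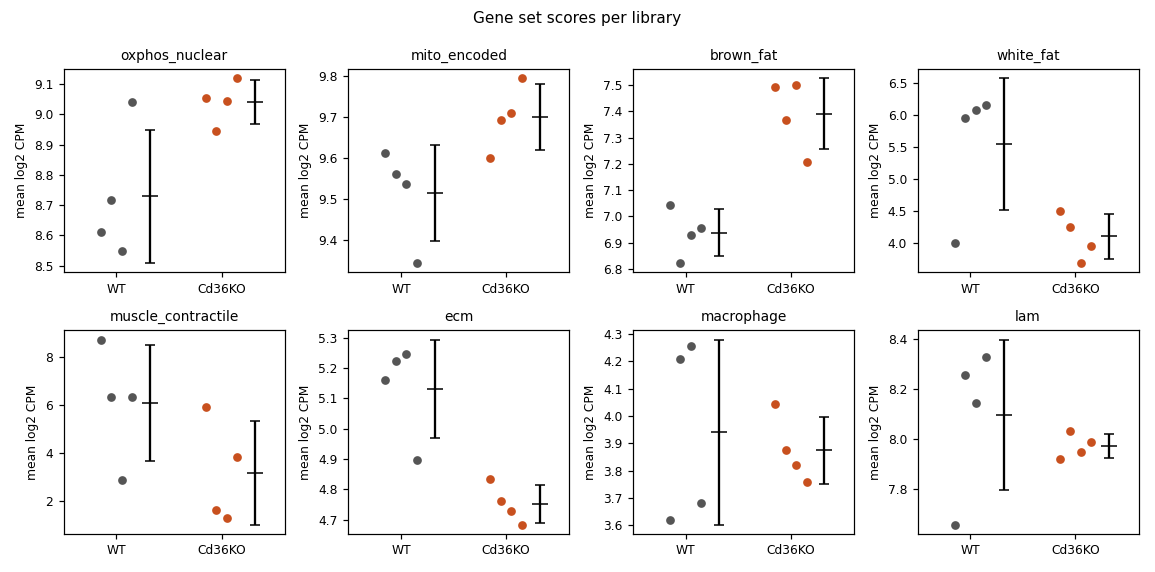
Score of each of the 8 gene sets in mean log2 CPM (vertical axes, which do not start at 0) for the WT and Cd36KO groups (horizontal axis), where each point is a library and the bar beside it is the mean ± SD of 4 libraries. The groups are fully apart for the brown_fat and ecm sets, and the muscle_contractile score spans 2.90 to 8.74 within WT.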

Values the study reported

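The study reported 44 genes that were both increased in BAT of db/db mice and decreased in BAT of mice lacking CD36 in macrophages. The db/db data were not analysed here.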

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

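The test of attached white fat was chosen after the results below were seen. A library far from the others of its group was found in 2 of 52 groups tested, where chance gives 2.6.

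Both concern WT replicate 1. Its white fat set score was 4.00 log2 CPM, against 5.95 to 6.15 in the other WT libraries, and its log2 normalized count of Lep was 5.18, against 6.90 to 7.24. The Cd36KO libraries had white fat scores of 3.69 to 4.51. The range of the score within WT was 1.49 times the difference between the group means. This ratio rests on WT replicate 1 itself, so it does not test whether varying amounts of white fat were attached to the dissected pieces, which remains a candidate explanation. The Lep value is not independent of the score, since Lep is a member of the set. Total counts of WT replicate 1 (3027860) lay between those of the other WT libraries, so depth does not account for it. The values cannot tell attached tissue from a change of adipocyte identity, and chance remains open given the number of groups tested.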

How the results depend on the processing

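The signs of the oxidative phosphorylation, mitochondrially encoded, brown fat, white fat, ECM and muscle sets and of the Cd36 fold change were kept under all alternatives run for them. The number of genes called was the least stable result, and the cause of each change below was not tested.

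With edgeR, 14 genes passed (4 higher, 10 lower), 5 beyond a log2 fold change of 1.5, and 1 of the 24 study genes. All 14 were among the 284. With limma on the authors' log2 values, 8 passed (4 higher, 4 lower), all among the 284, with 1 beyond 1.5. It called 0 study genes, although 13 had an unadjusted p under 0.05. The genes at an unadjusted p under 0.05 numbered 1694 in DESeq2, 1580 in edgeR and 1990 in limma. These numbers have unlike bases, because DESeq2 and limma started from the 17367 genes with any count. The edgeR test started from the 9793 genes kept by filterByExpr. With independent filtering off, 171 genes passed, 73 of them higher. The muscle score as covariate gave 183 genes, 60 of them higher, and TMM factors gave 29 genes beyond 1.5 in place of 51. A threshold of 1.5 on the linear scale gave 254. The white fat score as covariate, added after the data were seen, gave 548 genes, 429 of them higher and 80 beyond 1.5, of which 115 were among the 284. It reversed the mean log2 fold change of the macrophage set to 0.23 and of the lipid-associated macrophage set to 0.24. The latter set was also reversed, to 0.053, when all genes with any count were used.

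Cd36 passed the threshold with TMM factors (-0.49, adjusted p = 0.0494), with the muscle score (-0.65, adjusted p = 0.0487) and without WT replicate 4 (-0.56, adjusted p = 0.00655). Its DESeq2, edgeR and limma adjusted p ranged from 0.00655 to 0.344 over its alternatives. With the inter-gene correlation estimated, the oxidative phosphorylation (0.31), white fat (-1.44), muscle (-2.90) and ECM (-0.38) sets no longer passed.

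Same-numbered libraries come from different mice, and the mean correlation of their deviations was 0.09 over 3 pairs. With the replicate block on these pairs, 219 genes passed, 99 of them shared with the 284, 32 higher and 117 beyond 1.5, against 262 genes in the same 6 libraries without the block. The Cd36 log2 fold change was -0.45 under the block, and the macrophage set passed at -0.33.

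Across the 8 fits that each left out a library, the calls ranged from 69 to 507, from 20 to 328 higher, from 42 to 236 lower, from 22 to 93 beyond 1.5 and from 2 to 8 study genes. The Cd36 fold change ranged from -0.56 to -0.38, the macrophage set from -0.179 to 0.040 and the lipid-associated macrophage set from -0.275 to -0.046. The lipid-associated macrophage set passed at -0.275 (camera adjusted p = 0.0300) in the fit without WT replicate 1, and its adjusted p ranged from 0.0300 to 0.873 over its alternatives. Among single named genes, 17 of 112 such fits and 30 of 112 other alternatives lost significance, and none reversed. Hoxc8, Id2 and Tmem79 passed in all 16 alternatives. At 2679785 to 4097953 counts per library, genes with few counts, Tgfb1 among them, had no adjusted p over all genes.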

Other observations

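The tests of chance splits for the total number of calls, of library size, of sex and of attached muscle were set before the results were seen, and the others were chosen afterwards.

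The real grouping was compared with other splits of the 8 libraries into 4 and 4. Among the 8 splits that, like the real grouping, part all 3 numbered pairs, only the real split, 1 of the 8, gave as many as 284 genes, and the next gave 90. The other 27 splits keep at least 1 numbered pair on the same side, and the highest of them gave 194 genes. Only the real split gave as many genes higher, as many lower or as many study genes, 1 of 8 in each case and 1 of 35 overall. For genes beyond 1.5 it was 1 of 8 and 3 of 35. With 8 splits the share cannot go below 0.05 whatever the data, so the comparison among these 8 decides nothing. Same-numbered libraries are different mice, so the counts over all 35 splits apply, and there the real split was the only 1 with as many calls. For the camera p of the sets, as small a value was given by 1 of 8 splits for the oxidative phosphorylation, brown fat, muscle and ECM sets, by 2 of 8 for the mitochondrially encoded and white fat sets, by 5 of 8 for the lipid-associated macrophage set and by 8 of 8 for the macrophage set. Over all 35 splits, 10 gave as small a camera p for the muscle set, 5 for the white fat set, 4 for the oxidative phosphorylation set, 2 for the ECM set and 1 for the brown fat set. A camera p that small was thus common among other groupings for the muscle set. Other groupings also reached it for the white fat, oxidative phosphorylation and ECM sets. For the oxidative phosphorylation set, the smallest unadjusted camera p, 1.88e-17, came from another split, against 1.39e-13 in the real one.

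Total counts did not differ between the groups (exact two-sided permutation p = 0.914), which goes against library size as the source of the calls. Xist, which is transcribed from the inactive X chromosome, had from 772 to 1588 counts in the 8 libraries. The Y-linked genes Uty, Kdm5d and Eif2s3y had 0 counts in all 8, and Ddx3y had 3 counts in WT replicate 1 and 0 in the others. All 8 libraries thus showed this pattern, which is consistent with female mice in both groups and goes against a mixture of sexes as the source of the calls. The study's methods describe male mice. No test here tells a sex recorded differently from libraries of other animals.

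The labels name stromal vascular fraction as the cell type beside BAT as the tissue. Adipocyte genes, from a list written before the data were examined, were abundant in every library, with at least 2723 counts of Adipoq and 3601 of Ucp1. Cd36 kept 1926 to 2384 normalized counts in the Cd36KO libraries. The study attributes its BAT transcriptome to mice that lack Cd36 in macrophages, in which other cell types of the tissue keep the gene. These are values, and no explanation was tested.

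The muscle set differed by -2.90 on the log2 scale between group means, and its range within a group was 2.01 times that difference. Muscle genes held 3.99% of counts in WT replicate 1 (95% Wilson interval 3.97 to 4.01) and 0.0667% in WT replicate 3 (0.0637 to 0.0698). A candidate explanation is a varying amount of skeletal muscle attached to the dissected tissue, and a lower expression of muscle genes by BAT itself cannot be told apart from it.

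A bias by transcript length or GC content might shift the genes of a set together. Among 10000 random lists matched on transcript length, GC content and mean expression, the set's mean of 0.31 stood at percentile 99.99. The matched lists themselves had a mean of 0.17, so a large part of the shift was shared by other genes with such properties. The ECM set stood at percentile 0 of its matched lists, whose mean was -0.04. The matching does not separate length and GC content from expression level, so any of these may go with the part of the rise that the matched lists share, and neither set is fully explained by them.

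If white fat diluted the brown fat signal in WT, adjusting for the white fat score would be expected to shrink the rise of Cidea. With that score as covariate, its log2 fold change was 1.20, against 0.97 without it, and the DESeq2 adjusted p was 1.89e-05 (from 4.11e-06 to 0.226 over its alternatives). Cidea was higher in 4 of 4 Cd36KO libraries than in any WT library. Under the same covariate the Ucp1 log2 fold change was 0.87, against 0.82 without it, while the mean of the brown fat set shrank from 0.45 to 0.38 (camera adjusted p = 0.00931, from 3.81e-08 to 0.0372 over its alternatives). The predicted shrinkage was thus not seen for Cidea. However, the score was 4.00 in WT replicate 1, 5.95 to 6.15 in the other WT libraries and 3.69 to 4.51 in Cd36KO. Score and genotype are therefore told apart almost only through WT replicate 1. The fit thus cannot decide whether differing white fat content accounts for the rise of Cidea or of the brown fat set. That thermogenic genes rise with the genotype remains a hypothesis, since it was found and tested on the same data.

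Genes near Cd36 were over-represented among the calls. Within 10 Mb of Cd36 on chromosome 5, and leaving out Cd36, 5 of 52 tested genes passed the DESeq2 threshold, or 9.62%, against 2.92% of the other genes (Fisher's exact test, two-sided p = 0.0182). Windows of that size around other tested genes had as large a share in 1.08% of 9507 cases. The genes, named after their values were seen, were Steap4, Sema3c, Lrrc17 and Gnai1, which were lower, and Slc25a40, which was higher. A candidate explanation is that variants of the strain in which the allele was made travel with the edited locus. The count is small, no variants were examined, and these 5 genes are a small part of the 284.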
